A study of Mus musculus with 8 samples. Its data were reported in "Preeclampsia promotes autism in offspring via maternal inflammation and fetal NFκB signaling" (2023).

How the data were processed

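Hippocampal RNA was sequenced from adult male C57BL/6 mice, 4 born to control mothers and 4 born to mothers with preeclampsia (PE), which the study induced by giving the nitric oxide synthase inhibitor L-NAME in the drinking water during pregnancy. According to a figure legend of the study, the 4 animals of each group came from 4 litters. Poly(A) libraries were made with an Illumina TruSeq kit. The labels name the unstranded version of the kit and the methods the stranded version, and the strand setting of the counting is not given in the sources used here.

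The deposited values were raw counts of reads per gene. The authors aligned the cleaned paired-end reads with HISAT2 to the GRCm38 mouse genome and counted reads per gene with HTSeq; the versions are not given in the sources used here. The table listed 44792 gene symbols in 8 libraries, with 0 duplicated symbols and 0 entries without a gene name. Each column was assigned to its library by its name. Of the symbols, 33826 (75.5%) were matched to a RefSeq gene table of GRCm38.p6, from which the gene identifiers and coordinates were taken. Transcript GC content and length came from the longest annotated protein-coding transcript of the NCBIM37 assembly, an older build, matched by symbol, and no coordinates of that build were used.

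Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept with filterByExpr, using a minimum count of 10 and a minimum total of 15, which left 17106 genes. Libraries were scaled by TMM, and PE was compared with control by the robust quasi-likelihood test with group as the only factor and all 8 libraries. Tests were two-sided, and p-values were adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05. Expression is given as CPM, the counts scaled to the normalised library size, with the SD over 4 animals, and log2 fold changes are PE minus control with their standard errors (SE), taken as the size of the log2 fold change over the square root of the test statistic F. The count of genes was also taken at the fold criterion that the study stated. Values per library were compared by an exact permutation test over all 70 arrangements of 4 against 4, for which the smallest possible p is 0.0286. With total counts between 16280399 and 21419778 per library, a gene at 2 CPM rested on few reads, so its fold change carries a larger error.

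The gene lists, 44 with at least 2 tested members, were fixed before the data were examined. They covered signalling, protein turnover, synaptic, chromatin, metabolic and other pathways, the genes named by the study, all genes with a Zfp symbol, and markers of hippocampal cell types and neighbouring tissue. Each list was tested with camera of limma 3.58.1 on log2 CPM (prior count of 2) with a preset inter-gene correlation of 0.01, adjusted over the 44 lists, and again with an estimated correlation and with fry. Genes are named by a rule that was also fixed before the data were examined. It took 6 genes that the study named for this tissue. It further took the 10 genes with the largest rise and the 10 with the largest fall among genes past the threshold with a mean of at least 2 CPM, no overlap between groups and a symbol that is not a predicted model. Finally it took up to 4 members of each list with the smallest p among those past the threshold or, where none passed, the member with the smallest p. Genes outside this rule are marked where they are named.

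For the GC and length correction, the log2 CPM deviations of each library were fitted over GC content (natural spline with 5 degrees of freedom) and log length (4 degrees of freedom), and the fit entered the model as an offset. GC content was available for 14017 of the tested genes (81.9%); the others received no offset. A second list of 14 choroid plexus genes, of which 11 were tested, was written after the first had been seen and shares no gene with it. The alternatives were this correction, the replicate number as a block, both together, DESeq2 size factors, upper-quartile scaling, the Wald test of DESeq2 1.42.0, limma-voom with sample weights, no filter on low counts, a filter at 50 counts in every library of a group, and leaving out each library in turn. Thinning to the smallest total, the correction on genes with a GC value only, the correction without PE replicate 2 and the library GC slope as a covariate were added after seeing the data.

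The test was tried on simulated counts for PE against control, drawn from the means and library sizes of the data, with 50 genes changed at each of 4 fold sizes. Other members of the list of heat shock proteins and chaperones were raised by 0.2 on the log2 scale, and their calls do not count as false. Without a simulated GC trend, 32.0% of genes changed 1.2-fold, 64.0% changed 1.5-fold, 90.0% changed 2-fold and 100% changed 4-fold were recovered among 16857 genes tested. Of 166 calls, 12 (7.23%) were false. With a simulated GC trend between libraries, 35 of 194 calls were false without the correction and 7 of 160 with it, among 16861 genes tested. The simulated trend was linear in the same GC values that the correction fits, and its slopes differed from those of the real libraries. These numbers therefore do not measure the share of false calls under the real trend. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.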

Results

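Gene expression was measured by RNA-seq in the hippocampus of adult male offspring, with 4 libraries from offspring of control mothers and 4 from offspring of mothers with preeclampsia (PE). Total counts ranged from 16280399 to 20361554 in the control libraries and from 18740121 to 21419778 in the PE libraries (exact permutation p = 0.0857, two-sided). PE libraries had a count in more genes (24329 ± 353 against 23297 ± 198, SD, n = 4) and a lower share of Rpph1, the RNA component of RNase P (0.250% ± 0.0119 against 0.329% ± 0.0439). Both measures gave an exact permutation p of 0.0286 and a Benjamini-Hochberg adjusted p of 0.0952 over 10 library measures. Pairs of libraries within a group correlated at 0.984 to 0.990 across genes in log2 CPM, with genes not being independent replicates. Their counts differed by more than sampling noise (chi-square per degree of freedom 4.89 to 13.4), so no library was a copy of another. The first principal component held 20.7% of the variance.

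The comparison of PE with control asked which hippocampal genes stayed altered in adult offspring after exposure to PE. The chemokine gene Ccl28 had the largest rise among the named genes past the threshold, from 4.21 ± 1.09 CPM in control to 10.7 ± 3.36 CPM in PE (SD, n = 4), a 2.55-fold difference. The basic helix-loop-helix factor Nhlh2, the cyclin gene Ccne2, the extracellular matrix gene Ogn, the interferon-inducible gene Samd9l and the zinc finger genes Zfp52 and Zfp442 rose by log2 fold changes of 0.60 to 0.82. The largest falls among named protein-coding genes were in Cox6a2, a subunit of cytochrome c oxidase (log2 fold change −1.03, SE 0.24), the cyclin gene Ccno (2.79 ± 0.574 to 1.39 ± 0.179 CPM) and the activin receptor gene Acvr1b (−0.91, SE 0.24). Cort, the Wnt receptor gene Fzd9, Dab1, an adaptor of reelin signalling, the imprinted long non-coding RNA Meg3 and the coronin gene Coro6 fell by 0.55 to 0.88 on the log2 scale. Arxes2 rose as well (0.70, SE 0.12), although reads of this gene may be shared with its close paralog.

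Counts of non-coding genes were among the strongest changes. The libraries were poly(A) libraries, so counts of small RNA genes need not reflect the level of the mature RNAs. The mitochondrial tRNA gene TrnE rose (log2 fold change 0.94, SE 0.18, edgeR adjusted p = 0.0101), and the small nucleolar RNA AF357359 rose (0.63, SE 0.07, edgeR adjusted p = 0.000578). The small nucleolar RNA Snora74a fell (−0.95, SE 0.16, edgeR adjusted p = 0.00516), and so did the microRNA gene Mir8095 (−1.09, SE 0.24, edgeR adjusted p = 0.0229). AF357359, Snora74a and Mir8095 lie inside the longer genes Rian, Snhg4 and Dgkg in GRCm38, so their counts are uncertain. TrnE (positions 14071 to 14139 of the mitochondrial genome) adjoins ND6 (13552 to 14070), which also rose, so its count is uncertain as well. AF357359, TrnE, Snora74a and Arxes2 stayed past the threshold in all 8 fits that left out 1 library, and Nhlh2, Acvr1b and Fzd9 in 0 of 8. Samd9l and Ccno passed in 1 of 8, Ogn, Meg3 and Zfp442 in 2 of 8, and Ccne2, Cox6a2 and Coro6 in 3 of 8. Mir8095 passed in 4 of 8, Dab1 and Zfp52 in 6 of 8, and Ccl28 in 7 of 8, the exception being without control replicate 1 (edgeR adjusted p = 0.0603). After the GC and length correction, Ccl28, TrnE, Arxes2, AF357359, Snora74a and Dab1 passed and the other genes with the largest rises and falls did not (edgeR adjusted p = 0.0558 to 0.338). Ccl28, TrnE, AF357359, Snora74a, Mir8095 and Meg3 had no GC value, so their fold changes were not corrected. Passing is therefore no test of the correction for Ccl28, TrnE, AF357359 and Snora74a. The corrected fold changes of Cox6a2 (−1.01), Ccno (−0.91) and Acvr1b (−0.86) stayed close to the uncorrected ones.

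In total, 434 of 17106 genes tested passed an edgeR adjusted p of 0.05, with 294 higher and 140 lower in PE. At the fold criterion of the study as well, 300 genes passed, with 196 higher and 104 lower. The changes were mostly small: the median absolute log2 fold change of the 434 genes was 0.30, 38 of them differed by more than 1.5-fold and 11 by more than 2-fold. The groups did not overlap in 1849 of the 17106 genes tested, where chance alone separates 2.86% of genes. Upper-quartile scaling moved the split to 264 higher and 201 lower. The DESeq2 Wald test called 966 genes, and 861 passed without a filter on low counts. The count fell to 78 without control replicate 1, 148 without control replicate 2, 212 without control replicate 3, 134 without PE replicate 2 and 220 without PE replicate 4. The count at the study's criteria in these fits was 76, 141, 197, 129 and 188. Of the 67 named genes past the threshold, 26, 36, 43 and 54 stayed past it without control replicates 1, 2, 3 and 4, and 57, 29, 55 and 42 without PE replicates 1, 2, 3 and 4. All 67 kept their direction in these 8 fits. This is little evidence, since the groups did not overlap in 414 of the 434 genes, and such genes can hardly turn when 1 library is left out.

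The size of the difference was related to GC content. Genes rich in A and T were higher in PE, and genes rich in G and C were lower: the median transcript GC content was 40.7% among 274 higher genes with a value and 56.8% among 120 lower genes, against 50.5% for all. Of the genes that rose, 168 lay in the lowest of 10 bins of GC content, where the median log2 fold change was 0.17, and it was −0.12 in the highest bin. Across 14017 genes, which are not independent replicates, the rank correlation of log2 fold change with GC content was −0.466. The slope of log2 CPM per 10 points of GC content was 0.01 to 0.11 in control libraries and −0.12 to 0.00 in PE libraries (exact permutation p = 0.0286, Benjamini-Hochberg adjusted p = 0.0952). After the GC and length correction 53 genes passed, 26 higher and 27 lower, and 46 of them were among the 434. Of the 53, 13 had no GC value and received no correction, Ccl28, AF357359, TrnE and Snora74a among them. Without PE replicate 2 the corrected count was 21, and another split of the same 7 libraries gave 90.

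**Figure D1:**
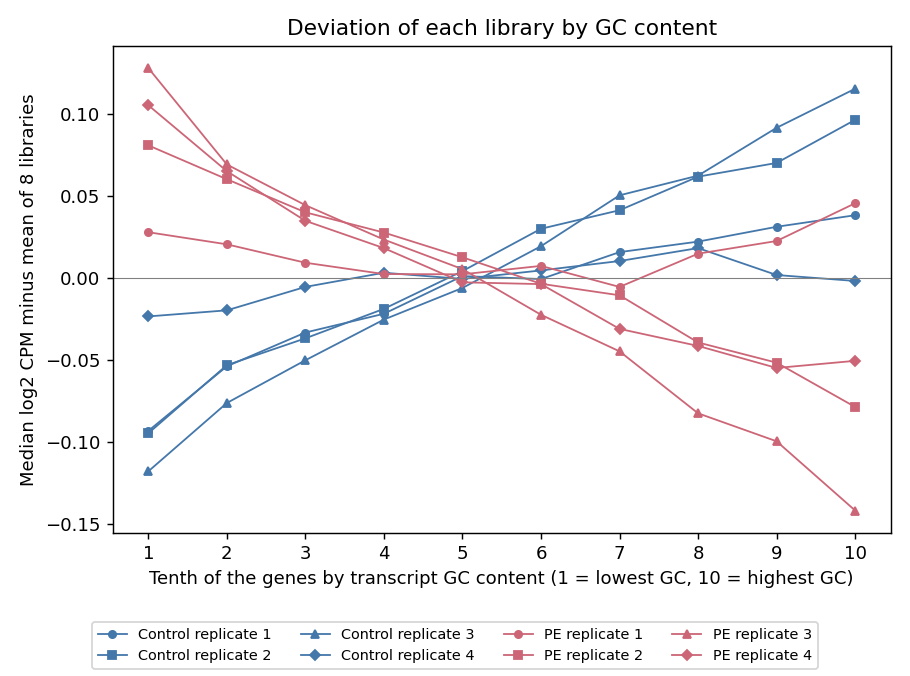
The median deviation of log2 CPM from the mean of the 8 libraries (vertical axis) is plotted for each of 10 bins of genes by transcript GC content (horizontal axis), with 1 line per library. All PE lines start above 0 in the lowest bin and all control lines below it, while in the highest bin PE replicate 1 ends above 0 and control replicate 4 just below 0.

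The genes that the study named for this tissue were examined next. Mnt, a MAX-binding transcriptional repressor, fell from 71.7 ± 5.48 to 53.0 ± 4.72 CPM (log2 fold change −0.44, SE 0.07, edgeR adjusted p = 0.00506). Arid1b, a subunit of the BAF chromatin remodelling complex, fell from 20.4 ± 1.72 to 14.7 ± 0.855 CPM (−0.47, SE 0.09, edgeR adjusted p = 0.0137). Cort, which encodes the neuropeptide cortistatin, fell from 6.69 ± 1.79 to 3.63 ± 0.544 CPM (−0.88, SE 0.19, edgeR adjusted p = 0.0208). Scamp3, a secretory carrier membrane protein, fell by 0.29 on the log2 scale (SE 0.07, edgeR adjusted p = 0.0405), and the ubiquitin ligase gene Ube3a rose by 0.31 (SE 0.06, edgeR adjusted p = 0.0129). Rxra, a retinoid X receptor, had 3.05 ± 0.512 CPM in control and 1.75 ± 0.419 CPM in PE and did not pass (−0.80, SE 0.24, edgeR adjusted p = 0.0742), although all 4 PE values were below all 4 control values. As the study chose these 6 genes on these samples, the count adjusted over the list alone, 1 higher and 5 lower, is not independent evidence of direction. The same holds for the camera result of the list (lower, adjusted p = 0.00437, and adjusted p = 0.440 with an estimated correlation). After the GC and length correction Mnt passed (−0.31, edgeR adjusted p = 0.0358) and the other 5 did not (edgeR adjusted p = 0.0772 to 0.265). The corrected log2 fold changes of these 5 were −0.40 for Arid1b, −0.80 for Cort, −0.70 for Rxra, −0.20 for Scamp3 and 0.15 for Ube3a. Corrected Mnt did not pass without PE replicate 2 (edgeR adjusted p = 0.111) or with the replicate number as a block (0.106). In fits without the correction, Mnt and Ube3a passed whichever library was left out. Arid1b did not pass without PE replicate 2 (edgeR adjusted p = 0.0560), nor did Cort without control replicate 2 (0.0869) or PE replicate 2 (0.0535). Scamp3 did not pass without control replicates 1, 2 and 3 (0.115, 0.0964 and 0.108) or PE replicates 2 and 4 (0.158 and 0.0671).

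In GRCm38, Mnt lies on chromosome 11 from 74830806 to 74845725, Arid1b on chromosome 17 from 4994297 to 5347656, and Cort on chromosome 4 from 149125034 to 149126763. Scamp3 lies on chromosome 3 from 89177391 to 89182770, Ube3a on chromosome 7 from 59228750 to 59310837, and Rxra on chromosome 2 from 27676445 to 27763319.

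**Figure D2:**
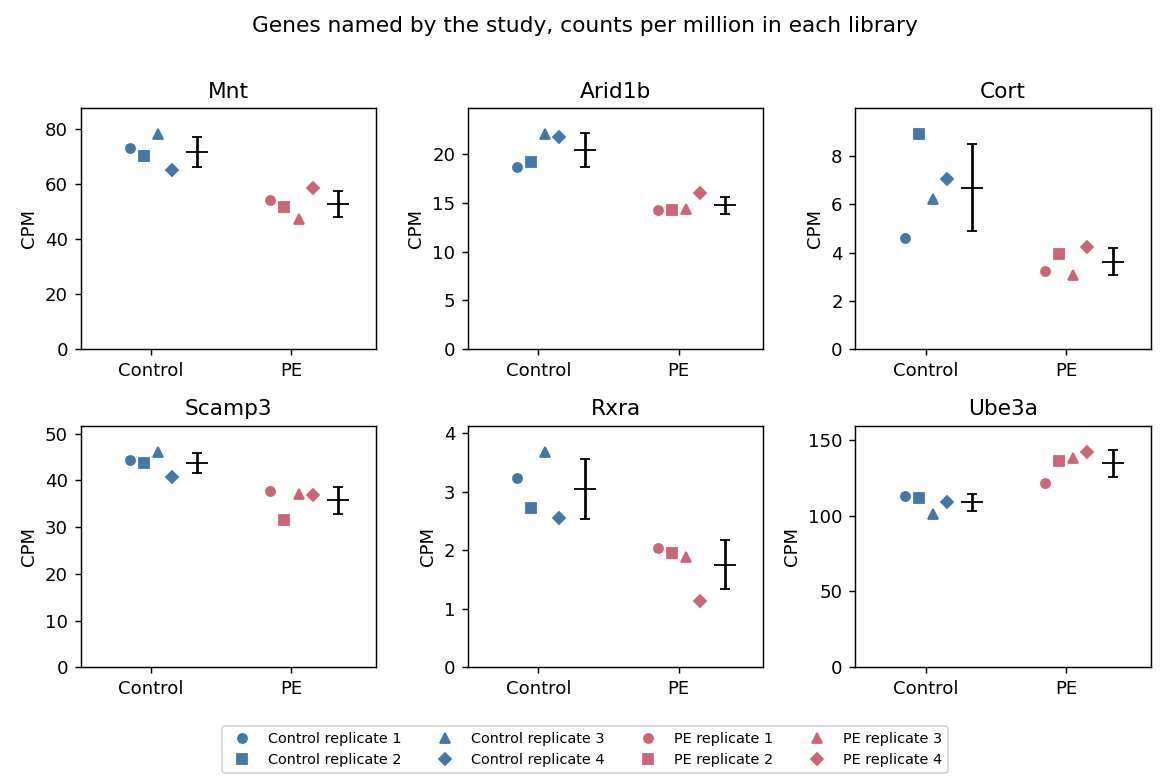
CPM (vertical axis, from 0) of 6 genes named by the study is plotted for each of the 4 control and 4 PE libraries, with 1 marker per library and the mean ± SD of each group as a black bar. Mnt, Arid1b, Cort, Scamp3 and Rxra lie lower in all PE libraries and Ube3a lies higher; Rxra did not pass the test.

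Several genes for heat shock proteins and chaperones rose in PE. Of 59 tested members, 11 rose and 0 fell (20 and 1 adjusted over the list alone), with a mean log2 fold change of 0.17. Hsp90aa1, a stress-inducible cytosolic chaperone, rose from 562 ± 40.1 to 757 ± 63.2 CPM (0.43, SE 0.06, edgeR adjusted p = 0.00221). The HSP70 cochaperone gene St13 (0.29, SE 0.06), Hspa13 (0.29, SE 0.06) and Canx, which encodes the endoplasmic reticulum chaperone calnexin (0.25, SE 0.05), also rose (edgeR adjusted p = 0.0129 to 0.0143). The list passed camera (adjusted p = 2.42e-07) and did not with an estimated correlation (adjusted p = 0.799), and neither did any other of the 6 lists past camera. The mean level of the list per library overlapped between groups (exact permutation p = 0.143, Benjamini-Hochberg adjusted p = 0.393 over 44 lists). It was highest in PE replicate 3, and without that library the mean log2 fold change was 0.09 (camera adjusted p = 0.000335). After the GC and length correction the mean was 0.15 (camera adjusted p = 1.58e-06) and 1 member, Hsp90aa1, passed. Hsp90aa1 and St13 passed in 8 of 8 fits that left out 1 library, Hspa13 in 7 and Canx in 6.

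**Figure D3:**
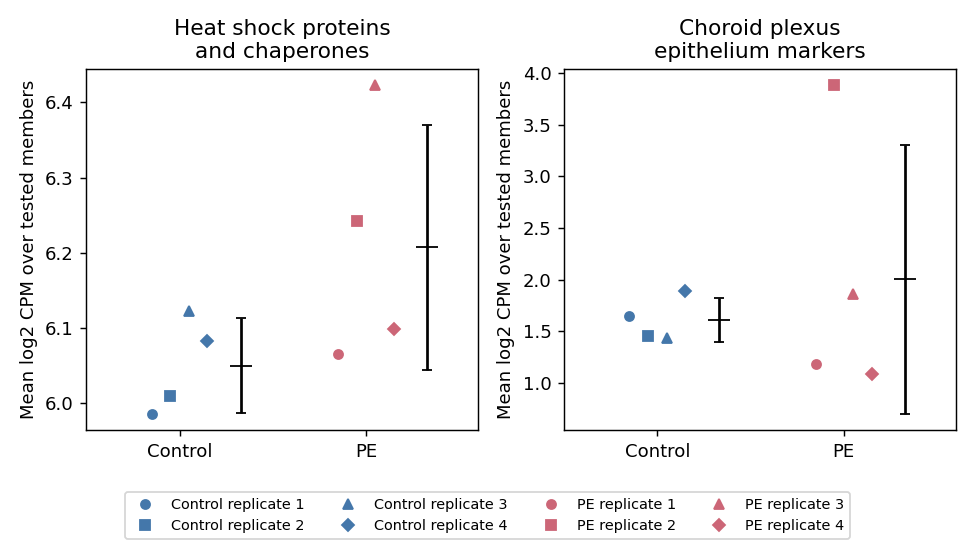
The mean log2 CPM over tested members (vertical axis) is plotted for each library, with 1 marker per library and the mean ± SD of each group as a black bar, for 59 heat shock proteins and chaperones and for 11 choroid plexus markers. PE replicate 3 is highest in the first panel at 6.42 and PE replicate 2 is highest in the second.

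Single genes of protein degradation and of the MAP kinase cascade also changed. Of 104 genes of ubiquitin-mediated proteolysis, 8 rose and 1 fell (17 and 2 adjusted over the list alone). Xiap, an inhibitor of apoptosis with ubiquitin ligase activity (0.31, SE 0.06), the cullin gene Cul3 (0.29, SE 0.05) and the conjugating enzyme gene Ube2w (0.31, SE 0.06) rose, and Ube2ql1 fell (−0.32, SE 0.06), at edgeR adjusted p values of 0.00744 to 0.0101. The list did not pass camera (adjusted p = 0.0656), and 1 member, Ube2q2, chosen for naming after its values were seen, passed after the GC and length correction. The corrected log2 fold changes were 0.11 for Xiap, 0.11 for Cul3, 0.14 for Ube2w and −0.20 for Ube2ql1, and none of these 4 passed (edgeR adjusted p = 0.178 to 0.466). Among 30 MAP kinase kinase kinases and kinase kinase kinase kinases, 3 rose and 0 fell (3 and 0 adjusted over the list alone): Map4k5 (0.47, SE 0.07, edgeR adjusted p = 0.00221), Map4k3 (0.34, SE 0.06) and Taok1 (0.26, SE 0.05). Map4k5 passed after the correction (0.41, edgeR adjusted p = 0.0127), and the list did not pass camera (adjusted p = 0.587). In TNF and NF-kB signalling, 1 of 43 genes rose, the apoptosis regulator Cflar (0.34, SE 0.08, edgeR adjusted p = 0.0349; 1 adjusted over the list alone), and camera gave an adjusted p of 0.673. Cflar passed in 2 of 8 fits that left out 1 library and did not pass after the correction (0.27, edgeR adjusted p = 0.156).

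Single synaptic and axonal genes changed in both directions, and few of them passed the threshold. Of 80 axon guidance ligands and receptors, the secreted semaphorin gene Sema3c rose (0.47, SE 0.08, edgeR adjusted p = 0.00365), and the transmembrane semaphorin gene Sema6a (−0.29, SE 0.06), the repulsive guidance gene Rgma (−0.28, SE 0.07) and the netrin receptor gene Unc5c (−0.37, SE 0.10) fell. The same counts of 1 and 3 were found adjusted over the list alone, and camera gave an adjusted p of 0.0660. Sema3c, Sema6a and Unc5c passed after the GC and length correction. Sema3c passed in 8 of 8 fits that left out 1 library, Sema6a in 6, Rgma in 3 and Unc5c in 1. Of 43 synaptic vesicle and release genes, Syt4 rose (0.23, SE 0.05) and Napa (−0.26, SE 0.06) and Syn2 (−0.36, SE 0.09) fell, with the same counts over the list alone. The vesicle list passed camera as lower (mean −0.07, adjusted p = 0.0243) but not with an estimated correlation (adjusted p = 0.799) or after the correction (adjusted p = 0.113), when none of its members passed. It also did not pass without control replicate 2 (adjusted p = 0.124), PE replicate 2 (0.101) or PE replicate 3 (0.197). Syt4 passed in 5 of 8 fits that left out 1 library, Napa in 3 and Syn2 in 2. The corrected log2 fold changes were 0.09 for Syt4, −0.19 for Napa and −0.33 for Syn2, the last close to the uncorrected value. Of 54 postsynaptic scaffold, spine and adhesion genes, 3 rose and 3 fell (4 and 9 adjusted over the list alone), among them Pak3, which rose (0.20, SE 0.05), and the spine genes Dbn1 (−0.27, SE 0.06) and Nrgn (−0.27, SE 0.06) and the adhesion gene Nrxn3 (−0.26, SE 0.07), which fell. After the correction Nrxn3 passed (−0.27), and Pak3 (0.04), Dbn1 (−0.17) and Nrgn (−0.17) did not (edgeR adjusted p = 0.153 to 0.789). With 1 library left out, Dbn1 and Nrgn passed in 4 of 8 fits, Pak3 in 3 and Nrxn3 in 1. Camera gave an adjusted p of 0.0660 for that list and for 24 glutamate receptor subunits, of which none passed and 3 were lower adjusted over the list alone (Grin1, −0.20, SE 0.06, edgeR adjusted p = 0.0570). After the correction the glutamate receptor list passed camera as lower (adjusted p = 0.0284), but not with an estimated correlation (adjusted p = 0.858). Of 21 GABA genes, Gad2, a GABA-synthesizing enzyme, rose (0.33, SE 0.08, edgeR adjusted p = 0.0287; 5 higher adjusted over the list alone), with a camera adjusted p of 0.0922. Gad2 passed in 3 of 8 fits that left out 1 library and did not pass after the correction (0.26, edgeR adjusted p = 0.190).

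None of 40 tested immediate early genes, which neurons induce with activity, passed the test, and 2 were lower adjusted over the list alone. The list passed camera as lower (mean log2 fold change −0.23, adjusted p = 0.0173) but not with an estimated correlation (adjusted p = 0.799). Its mean level per library overlapped between groups (exact permutation p = 0.2, Benjamini-Hochberg adjusted p = 0.440 over 44 lists) and was highest in control replicate 1. It passed after the correction (adjusted p = 0.0284) and did not pass without control replicate 1 (adjusted p = 0.0961), control replicate 2 (0.0721) or PE replicate 1 (0.0752). Per1, the member with the smallest p, had a log2 fold change of −0.25 (SE 0.07, edgeR adjusted p = 0.0545). Per1 also had the smallest p among 28 glucocorticoid-responsive genes and 24 clock genes, of which none passed and 1 each was lower adjusted over the list alone (camera adjusted p = 0.428 and 0.278).

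Regulators of transcription and RNA processing moved in both directions. Of 345 genes with a Zfp symbol, most of which encode zinc finger DNA-binding proteins, 14 rose and 4 fell (40 and 10 adjusted over the list alone). Zfp942 (0.46, SE 0.08), Zfp322a (0.44, SE 0.08), Zfp597 (0.43, SE 0.08) and Zfp759 (0.54, SE 0.11) rose at edgeR adjusted p values of 0.00744 to 0.0138, although reads of such related genes may be shared. The Zfp list passed camera (adjusted p = 0.00385) but not with an estimated correlation (adjusted p = 0.799) or after the GC and length correction (adjusted p = 0.223), when none of its members passed; its median GC content was 46.0%. Of 45 histone methyltransferases, 4 fell and none rose (5 and 1 adjusted over the list alone): Dot1l (−0.41, SE 0.07, edgeR adjusted p = 0.00722), Kmt2b (−0.26, SE 0.06), Carm1 (−0.23, SE 0.06) and Setd1a (−0.23, SE 0.06), with a camera adjusted p of 0.339. Of 109 spliceosome genes, 6 rose and 2 fell (11 and 5 adjusted over the list alone), with Srsf1 (0.28, SE 0.06) and Hnrnpk (0.29, SE 0.07) higher and Snrnp70 (−0.35, SE 0.07) and Snrpc (−0.38, SE 0.09) lower (camera adjusted p = 0.428). None of the methyltransferase or spliceosome genes passed after the correction. The corrected log2 fold changes were −0.29 for Dot1l, −0.13 for Kmt2b, −0.14 for Carm1 and −0.11 for Setd1a. They were 0.14 for Srsf1, 0.18 for Hnrnpk, −0.25 for Snrnp70 and −0.34 for Snrpc, the last close to the uncorrected value. Dot1l passed in 8 of 8 fits that left out 1 library, Kmt2b in 5, Carm1 and Setd1a in 1, Srsf1 in 6, Snrnp70 in 5, and Snrpc and Hnrnpk in 3. Of 152 autism risk genes, 6 rose and 4 fell (9 and 10 adjusted over the list alone), among them Cul3, Taok1, Ube3a and Arid1b, of which the study chose Ube3a and Arid1b on these samples (camera adjusted p = 0.397). After the correction 0 rose and 3 fell, and none of these 4 passed.

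The remaining pathway lists held few changes. Of 31 retinoic acid genes 1 fell, Scamp3, a membrane trafficking gene (1 higher and 4 lower adjusted over the list alone, camera adjusted p = 0.587). Of 77 cytosolic ribosomal protein genes Rpl9 rose (0.35, SE 0.08, edgeR adjusted p = 0.0277; 3 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.0692). Rpl9 passed in 3 of 8 fits that left out 1 library and did not pass after the correction (0.28, edgeR adjusted p = 0.149). The ribosomal protein list passed camera as higher after the correction (adjusted p = 0.0284), but not with an estimated correlation (adjusted p = 0.858). Of 13 mitochondrially encoded genes ND6, a subunit of complex I, rose from 439.9 ± 22.5 to 574 ± 41.7 CPM (0.38, SE 0.06, edgeR adjusted p = 0.00237; 2 higher adjusted over the list alone, camera adjusted p = 0.278). ND6 overlaps the end of ND5, and without a stated strand setting the reads of the 2 genes cannot be told apart there. Of 76 nuclear respiratory chain genes none passed (Uqcrfs1, 0.27, SE 0.08, edgeR adjusted p = 0.0600; camera adjusted p = 0.402). Of 23 neuropeptide genes Cort fell (1 adjusted over the list alone, camera adjusted p = 0.397), of 36 cell cycle genes Ccne2 rose and Ccno fell (1 and 1 adjusted over the list alone, camera adjusted p = 0.847), and of 50 Wnt genes Fzd9 fell (3 lower adjusted over the list alone, camera adjusted p = 0.973). Of 22 nitric oxide and cGMP genes none passed (Prkg2, 0.77, SE 0.21, edgeR adjusted p = 0.0537; 5 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.207). The mean, the median and the camera test differed in sign for retinoic acid genes (mean 0.06, test lower), mitochondrially encoded genes (mean −0.03, test higher), MAP kinase kinase kinases (median −0.01, test higher) and Wnt genes (mean 0.03, median below 0). The same was found for markers of CA1, CA2 and CA3, interneurons, microglia and striatum, none of which passed camera.

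Markers of cell types were compared to see whether the makeup of the tissue differed. Among 10 excitatory neuron markers, the neuronal splicing factor Rbfox3 (−0.30, SE 0.06) and the calmodulin-binding protein gene Nrgn (−0.27, SE 0.06) fell (camera adjusted p = 0.0936). Among 13 dentate granule neuron markers C1ql2 fell from 65.1 ± 6.18 to 45.9 ± 4.21 CPM (−0.50, SE 0.08, edgeR adjusted p = 0.00247) and Calb1 rose (0.35, SE 0.06, edgeR adjusted p = 0.00498), with 3 higher and 3 lower over the list alone (camera adjusted p = 0.908). The 11 CA1 markers did not pass camera (adjusted p = 0.927), and of 14 CA2 and CA3 markers none passed (Pcp4, −0.35, SE 0.10; 1 lower adjusted over the list alone, camera adjusted p = 0.883). Of 20 interneuron markers Gad2 rose and Cort fell (2 and 1 adjusted over the list alone, camera adjusted p = 0.608). Of 12 markers of newborn neurons and progenitors Sox11 rose (0.34, SE 0.07, edgeR adjusted p = 0.0176; 1 adjusted over the list alone, camera adjusted p = 0.428). C1ql2 and Sox11 passed after the GC and length correction (−0.39 and 0.46), and Calb1 (0.13, edgeR adjusted p = 0.417) and Rbfox3 (−0.19, edgeR adjusted p = 0.123) did not. The correction of Sox11 used an annotated transcript of 2013 bases, while the gene lies from 27334268 to 27342718 on chromosome 12 in GRCm38. That transcript may be incomplete, so the corrected value of Sox11 is uncertain. C1ql2, Calb1 and Rbfox3 passed in 8 of 8 fits that left out 1 library and Sox11 in 6.

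None of 17 endothelial markers passed alone (2 higher adjusted over the list alone), 15 lay above 0, and the mean log2 fold change was 0.27 (camera adjusted p = 0.0254, and adjusted p = 0.799 with an estimated correlation). Their mean level per library overlapped between groups (exact permutation p = 0.229, Benjamini-Hochberg adjusted p = 0.479 over 44 lists). The list passed after the GC and length correction (adjusted p = 0.00383) and did not pass without control replicate 3 (adjusted p = 0.129), control replicate 4 (0.206), PE replicate 1 (0.217) or PE replicate 2 (0.116). The VEGF receptor gene Kdr had the smallest p (0.53, SE 0.16, edgeR adjusted p = 0.0798). None of the markers of the other types passed, over all genes or over the list alone. Camera gave an adjusted p of 0.866 for astrocytes (Slc1a3, 0.13, SE 0.05), 0.917 for oligodendrocytes (Aspa, 0.24, SE 0.13), 0.847 for their precursors (Olig1, −0.19, SE 0.09) and 0.908 for microglia (P2ry12, 0.23, SE 0.07). It gave 0.207 for pericytes and smooth muscle (Tagln, 0.88, SE 0.31), 0.587 for fibroblasts (Bgn, −0.22, SE 0.11), 0.150 for ependymal cells (Mia, 0.96, SE 0.44) and 0.847 for erythrocytes (Hbb-bs, −0.28, SE 0.13). For neighbouring tissue it gave 0.0692 for neocortex (Fezf2, −0.25, SE 0.09), 0.667 for thalamus and habenula (Adarb2, −0.35, SE 0.16) and 0.969 for striatum (Pde10a, −0.64, SE 0.21). The mean level of the neocortex markers was lower in all 4 PE libraries than in all 4 control libraries (exact permutation p = 0.0286, Benjamini-Hochberg adjusted p = 0.343 over 44 lists). All 11 choroid plexus markers were highest in PE replicate 2, where Ttr, the transthyretin gene, reached 298 CPM against 1.56 to 12.8 CPM in the other libraries (list camera adjusted p = 0.268).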

Values the study reported

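In the adult hippocampus, the study reported 317 genes changed by PE exposure, of which 209 were up-regulated and 108 down-regulated. It called genes with EBSeq, at an FDR under 0.05 and an absolute log2 fold change above 0.263. The counts given above at these criteria came from edgeR, a different test. The study had 4 offspring from 4 litters in each group. Among the genes it measured again by qRT-PCR or Western blot, it named Mnt, Rxra, Ube3a, Arid1b and Cort as changed. Axon guidance was among its enriched pathways.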

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

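The GC and length correction was planned, but its use here as a test of the cause of the calls and of the chaperone rise, the splits with 1 library left out or with corrected genes alone, the test of GC slopes within groups, the thinning of libraries and both tests of choroid plexus genes in PE replicate 2 were chosen only after the result was seen.

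The grouping of the libraries was tested with all 35 splits of the 8 libraries into 4 and 4. The real split was 1 of 35 to call as many as 434 genes, and the highest of the other splits called 13. This argues against chance, but 1 of 35 is the smallest share that this test can give, so chance is not excluded. With each library left out in turn and no correction, the real split still called the most of 35 splits in 8 of 8 cases. At the study's criteria the real count of 300 was likewise reached by 1 of 35 splits, against 13 in the highest other. After the GC and length correction 53 genes were called, reached by 1 of 35 splits, against 19 in the highest other. For the gene lists the real split did not stand out: 22 of 35 splits called as many as the 6 lists that passed camera, and the highest other split called 16.

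The strongest pattern was that A and T rich genes were higher and G and C rich genes lower in PE. Whether a trend of GC content and length between libraries is the whole cause of the calls stays open. After the correction 53 genes were left, more than the 19 in the highest other corrected split, and on genes with a GC value alone 45 against 30. With 1 library left out, however, the corrected real split called the most of 35 splits in 1 case, without PE replicate 3 (102 against 45), and not in 7. The real and the highest other count were 16 and 42 without control replicate 1, 19 and 126 without control replicate 2, 36 and 89 without control replicate 3, and 30 and 43 without control replicate 4. They were 39 and 54 without PE replicate 1, 21 and 90 without PE replicate 2, and 34 and 62 without PE replicate 4. In 5 of these 7 cases the highest other split set control replicates 1 and 4 and PE replicate 3 apart, which points to a structure of the samples other than their group. The 53 are far fewer than 434, and the trend removed part of single differences, such as that of Ube3a, which went from 0.31 (SE 0.06) to 0.15 (SE 0.05), and less of others, such as Arid1b, from −0.47 to −0.40. The correlation with GC content was not largest in the real grouping: 2 of 35 splits, the real 1 included, reached its size of 0.466. The median of the other splits was 0.2245. The highest other split, at 0.491, exchanged control replicate 4 and PE replicate 1 and called 0 genes with and without the correction. A correlation of this size therefore did not by itself lead to calls in that split. With all libraries thinned to the smallest total, the rank correlation with GC content was −0.467. Thinning keeps the expected share of every gene, so this value was nearly fixed in advance and a difference in depth stays open. Recovery of RNA that varies with GC content from library to library stays open: slopes differed by up to 0.12 within a group, and the 2 groups did not overlap, so such recovery cannot be told apart from a biological difference between the groups. Regulation of A and T rich genes by PE exposure was not tested separately and also stays open.

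The rise of the chaperone genes was weighed next. A GC and length trend as the whole cause of the list result is argued against, since after the correction camera gave an adjusted p of 1.58e-06 and 83.5% of the mean log2 fold change was left (0.15 against 0.17). Of the 11 members past the threshold, however, 1 passed after the correction. With the library GC slope as a covariate the list had an adjusted p of 0.696, but the slopes separate the groups, so this covariate also takes up the difference between them. That 1 library carries all of it is argued against by the camera results with 1 library left out, whose highest adjusted p was 0.000335. That value came without PE replicate 3, where the mean was 0.09, so a large part of the size rests on that library. Camera assumed a low correlation between genes here, and 22 of 35 splits called at least as many lists, so a shared variation of these genes between animals, unrelated to PE, may account for the list result. An effect of PE exposure and a difference in handling of the tissue remain open and untested.

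The choroid plexus markers stood apart in PE replicate 2. Of 11 tested markers, 11 were highest there, which is the pattern itself and tests no cause. A second list of other choroid plexus genes was therefore written before its values were seen. Of its 11 tested genes, 9 were highest in PE replicate 2 and 2, Slc29a4 and Msx1, were not, consistent with choroid plexus tissue in that sample as a candidate source. All 22 genes also had counts in other libraries: Car12, the most abundant of the 9, had 58.7 CPM there against 49.3 to 57.5 CPM elsewhere, and Enpp2 reached 345 CPM in PE replicate 2 against 109.2 to 155.5 CPM elsewhere. A higher level of the first list in PE as a group is argued against by the median log2 difference of −0.0948 without that library. The 11 markers ranged from −0.815 to 0.101 there, with 4 above 0, so a lower level in PE stays open. Whether the dissection or the animal differed was not tested.

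Values in a group of 4 were also checked for 1 library far from the others. This check met its limit in 15 of 280 groups of values, where chance alone gives about 1 in 20, or 14, and 5 of the 15 were in PE replicate 2. In PE replicate 2, Ttr had 298 CPM (others 1.56 to 12.8), Scamp3 had 31.4 CPM (36.9 to 37.6) and Ube2w had 123.2 CPM (113.0 to 113.7). The mean log2 CPM in the same library was 4.97 for clock genes (4.94 in the others) and 2.52 for thalamus and habenula markers (2.03 to 2.11). In PE replicate 4, Rxra had 1.13 CPM (1.88 to 2.03) and Arid1b had 16.0 CPM (14.2 to 14.4). In PE replicate 1, Syt4 had 220.9 CPM (232 to 233) and the mean log2 CPM of erythrocyte genes was 2.70 (3.12 to 3.19). In control replicate 1, the share of Rn7sk, a small nuclear RNA, was 0.572% (0.680% to 0.696%), TrnE had 2.48 CPM (3.78 to 3.89) and the mean log2 CPM of cytosolic ribosomal protein genes was 4.36 (4.46 to 4.47). In control replicate 3, the mean log2 CPM was 5.55 for histone methyltransferases (5.58 to 5.59) and 4.35 for oligodendrocyte precursor markers (4.06 to 4.11). In control replicate 4, Ccno had 3.64 CPM (2.45 to 2.60).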

How the results depend on the processing

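Thinning, both further GC corrections and the covariate were chosen after seeing the data; the cause of a change was not tested unless stated. DESeq2 size factors, upper-quartile scaling, limma-voom, the stricter filter and thinning gave 411 to 579 genes (295 to 336 at the study's criteria), within 1.5 times the count reported. Counts are given below as total, higher and lower, then at the study's criteria. The Wald test called 966 (585, 381), then 486 (lower 199), and no filter on low counts gave 861 (530, 331), then 561 (343, 218), with more genes tested. The GC and length correction gave 53 (26, 27), then 50 (26, 24). On genes with a GC value only, that is fewer genes, it gave 45 (19, 26), then 39 (17, 22), and without PE replicate 2, 21 (13, 8), then 21 (13, 8). The GC slope as a covariate gave 16 (2, 14) in both, with 0 genes shared with the 434, of which 430 kept their direction. The replicate numbers do not pair the samples: deviations of libraries with the same number correlated at −0.09, −0.03, −0.07 and −0.03, and 0 of the 4 PE libraries correlated best with the control of its number. The study's own table numbers the same libraries differently, so this check and the block hold for the deposited numbers alone. With the replicate number as a block the counts were 59 (48, 11) in both, and with the block and the correction 18 (10, 8) in both. With 1 library left out the totals were 78 to 548 (57 to 377 higher, 21 to 171 lower), then 76 to 410 (56 to 282, 20 to 128).

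The number of lists past camera was 6. It was also 6 with the GC and length correction, but ribosomal protein and glutamate receptor genes then passed in place of vesicle and Zfp genes. It was 14 with the Wald test, 17 with limma-voom, 10 without a filter, 0 with an estimated correlation and 1 with fry, and 4 to 13 with 1 library left out (13 without PE replicate 4). With an estimated correlation the adjusted p was 0.440 for the study's list and 0.799 for chaperones, vesicle genes, immediate early genes, endothelial markers and Zfp genes. With fry it was 0.189 for chaperones, 0.257 for vesicle genes, 0.430 for immediate early genes, 0.542 for endothelial markers and 0.168 for Zfp genes. Vesicle genes had 0.0580 with the block, 0.113 with the GC and length correction, 0.211 with both and 0.310 with the correction without PE replicate 2. Zfp genes had 0.223 with the correction, 0.254 with the block as well, 0.343 on genes with a GC value only and 0.176 without PE replicate 2. With 1 library left out the adjusted p ranged from 0.00162 to 0.0164 for the study's list, 1.04e-09 to 0.000335 for chaperones, 0.00365 to 0.197 for vesicle genes, 0.000101 to 0.0961 for immediate early genes, 0.000741 to 0.217 for endothelial markers and 0.000995 to 0.0175 for Zfp genes. With the GC slope as a covariate the study's list had 0.154 and chaperones 0.696 in the same direction. The direction turned there for vesicle genes (0.497), Zfp genes (0.979), axon guidance (0.359), mitochondrially encoded genes (0.336), postsynaptic genes (0.197), excitatory neurons (0.602), choroid plexus (0.906) and ependymal cells (0.866). The log2 fold changes of Syn2 and Olig1 also turned, to 0.0218 and 0.0409, neither past the threshold. With 1 library left out Ttr had −0.24 to 3.93, turning only without PE replicate 2. Choroid plexus had an adjusted p of 0.0432, past the threshold as higher without PE replicate 4, to 0.564, as lower without PE replicate 2. With the correction and without PE replicate 2 they had −0.31 and 0.337, the list as lower. Of 67 named genes past the threshold, 17 passed with the correction, 18 with the block and 8 with both.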

Other observations

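The test of genomic span in this part was written down before its result was seen; the genes named here were chosen after their values were seen.

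The genes called after the GC and length correction included 7 that had not passed without it. The transcription factor gene Tcf4 (corrected log2 fold change −0.30, edgeR adjusted p = 0.00755), the extracellular matrix gene Edil3 (−0.51, edgeR adjusted p = 0.0235), Stxbp6 (−0.26, edgeR adjusted p = 0.0261), the synaptic adhesion gene Lrfn5 (−0.33, edgeR adjusted p = 0.0391) and the imprinted gene Snrpn (−0.25, edgeR adjusted p = 0.0407) were lower in PE. Cmtm4 (0.28, edgeR adjusted p = 0.0235) and Rangap1, a regulator of nuclear transport (0.27, edgeR adjusted p = 0.0253), were higher. Pgr, the progesterone receptor gene, was higher with and without the correction (0.42 and 0.33).

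In the mitochondrial genome, ND6 (positions 13552 to 14070) and TrnE (14071 to 14139) adjoin each other, and both rose. Of their neighbours, ND5 had a log2 fold change of 0.16 (SE 0.10, edgeR adjusted p = 0.473) and CYTB of 0.21 (SE 0.07, edgeR adjusted p = 0.113). On chromosome 12, the imprinted RNA Meg3 fell (−0.56, SE 0.12) while AF357359, inside Rian, rose (0.63, SE 0.07), and Rian itself had −0.31 (SE 0.11, edgeR adjusted p = 0.116). The count of Rpph1 fell (−0.40, SE 0.08, edgeR adjusted p = 0.0168), which in poly(A) libraries need not reflect the level of the mature RNA.

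Genes lower in PE after the GC and length correction were long: their median genomic span was 237888 bases over 26 genes, against 25144 bases over 24 higher genes and 24914 bases over all tested genes with a GC value. The hypothesis that expression of long genes falls in PE in general was tested on 13913 genes that were not called. The rank correlation of corrected log2 fold change with genomic span was −0.0197, and the slopes over span of the 2 groups of libraries overlapped, which argues against such a general fall.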
